# Study on the Infection Mechanism of *Penicillium Digitatum* on Postharvest Citrus (*Citrus Reticulata* Blanco) Based on Transcriptomics

**DOI:** 10.3390/microorganisms7120672

**Published:** 2019-12-10

**Authors:** Qiya Yang, Xin Qian, Solairaj Dhanasekaran, Nana Adwoa Serwah Boateng, Xueli Yan, Huimin Zhu, Fangtao He, Hongyin Zhang

**Keywords:** *Penicillium digitatum*, citrus, infection mechanism, transcriptomics, pathogenic factors

## Abstract

*Penicillium digitatum* is one of the most important pathogens known widely to cause postharvest losses of citrus. It is significant to explore its infection mechanism to improve the control technology of postharvest diseases of citrus. This research aimed to study the changes in gene expression of *P. digitatum* at its early stages of citrus infection by transcriptomics sequencing and bioinformatics analysis in order to explore the molecular mechanism of its infection. The results showed that genes associated with pathogenic factors, such as cell wall degrading enzymes, ethylene, organic acids, and effectors, were significantly up-regulated. Concurrently, genes related to anti-oxidation and iron transport were equally up-regulated at varying degrees. From this study, we demonstrated a simple blueprint for the infection mechanism of *P. digitatum* in *Citrus reticulata* Blanco, which provided a new direction for subsequent pathological research and paves the way for developing new control strategies.

## 1. Introduction

Citrus fruits are a high energy hyperalimentation group of fruits widely planted and consumed worldwide, which have significant impacts on human health. Among them, tangerine (*Citrus reticulata* Blanco) is one of the most important commercial citrus fruits in China. Secondary metabolites of tangerine, including flavonoids, alkaloids, limonoids, coumarins, carotenoids, phenolic acids, and essential oils, are of great significance to human health due to their functions [1]. Postharvest decay is the most serious cause of postharvest loss of citrus in the world. Green mold and blue mold caused by *Penicillium digitatum* and *Penicillium italicum* are two main types of postharvest decay of citrus, usually causing 90% of the total loss [2]. Between them, *P. digitatum* is also known to produce a potential mycotoxin named citrinin, which has nephrotoxicity, embryotoxicity, teratogenicity, and carcinogenicity effects on humans and animals [3].

Postharvest handlings, like avoiding mechanical damage during harvest and transportation and maintaining good storage and transportation conditions, can effectively reduce postharvest decay of citrus [1]. Still, a lack of supporting facilities in the cultivation fields, like high cost refrigeration storage and optimum transportation system, makes the chemical fungicides approach as an efficient and cheap first port of call by fruit farmers. However, emergence of resistant fungal populations towards chemical fungicides such as thiabendazole, imazalil, and sodium o-phenylphenate [4] are coupled with harm to the environment and human health [5]. Hence, people are increasingly demanding for the development of safe and effective non-chemical control methods. However, the efficiency of the developed non-chemical techniques still cannot achieve the efficacy of chemical fungicides, and its action mechanism has not been elucidated [6]. Development of more targeted and efficient non-chemical-based alternatives require a thorough pathogenic understanding of the underlying mechanisms by which pathogens infect postharvest citrus fruits.

*P. digitatum* is a necrotrophic pathogen of citrus that can infect only through the wounds on the surfaces of fruits. The spores of *P. digitatum* can germinate and grow rapidly after coming into contact with the wound tissue, and completes its growth cycle within two days, resulting in citrus soft rot. After sequencing the mitochondrial genome of *P. digitatum*, Wang et al. knocked out a series of genes related to its growth and development, cell wall degrading enzyme (CWDE), and other genes to prove to their pathogenicity [7]. However, whether destroys the growth of *P. digitatum* or reduces the secretion of its pathogenic metabolites, it does not prevent the infection of *P. digitatum* completely in citrus. In recent years, with the extensive application of transcriptomics in plant pathology research, a wide range of research work was carried out to study postharvest diseases of fruits [8]. For example, 3206 differentially expressed genes (DEGs) were identified by transcriptome sequencing during the spore germination of *Penicillium expansum*, and the molecular process of the germination of *P. expansum* was deciphered by proteomic binding analysis [9]. Wang et al. analyzed the molecular changes of CWDEs, antioxidant stress, pH regulation, and effectors during initial infection by transcriptome sequencing of *P. expansum* [10]. The results showed that *P. expansum* could promote its infection on apples by reducing the pH of wounds, and secrete some antioxidants and effectors to resist the host’s defense response. However, *P. digitatum* is also reported as “acidic fungus,” which may have a similar mechanism to *P. expansum* in the infection process [11].

Transcriptomics can comprehensively and intuitively display the gene expression of pathogenic fungi in the process of infection, and thus can similarly delineate the molecular mechanism of *P. digitatum* infection in postharvest citrus. In our previous work, through microscopic observation, enzyme activity, and physical and chemical determination, the key time point (44 h post-inoculation) of *P. digitatum* infection on citrus was determined [12]. In this study, we performed high-throughput transcriptome sequencing of *P. digitatum* in the early stages of infection (0–44 h post-inoculation). The accuracy of the results was verified by qRT-PCR. We intended to study the transcriptional level changes of *P. digitatum* before infection and during postharvest citrus decay. The DEGs and their related metabolic pathways were analyzed by several bioinformatics tools. Overall, the study provided some molecular insights on the infection mechanism of *P. digitatum* on postharvest citrus.

## 2. Materials and Methods

### 2.1. Pathogen

The pathogen was isolated in our previous work and identified as *P. digitatum* [12]. The *P. digitatum* were cultured on potato dextrose agar (PDA) medium at 25 °C for 7 days, then spores were collected and the concentration was adjusted to 1 × 10^6^ spores/mL suspension with normal saline.

### 2.2. Fruit

Tangerine (*Citrus reticulata* Blanco) fruit with commercial maturity, similar color and sizes, and no mechanical damages on their surfaces were used in this research. The fruit were soaked in 0.1% (*w*/*v*) NaClO for 2 min, rinsed under running water, allowed to dry naturally, and used for further experiments.

### 2.3. Sample Preparation

Three wounds (3 mm wide by 5 mm deep) were created uniformly at the equator of the citrus fruit with a sterile puncher. Thirty microliters of the prepared spore suspension of *P. digitatum* was inoculated into each wound. The inoculated fruits were placed in baskets and wrapped with transparent polyethene to maintain 95% relative humidity and stored at 25 °C. The tissue samples (about 3 g) were collected from the wound after 44 h post inoculation (hpi). They were immediately pre-cooled with liquid nitrogen, and stored at −80 °C for subsequent analysis. *Penicillium digitatum* spores that were frozen immediately after culturing on PDA medium were prepared as a control. Two replicates were prepared for each sample.

### 2.4. RNA Extraction

The sample was ground into fine powder in liquid nitrogen, and then total RNA was extracted according to the method shown in the column fungus total RNA extraction kit (Sangon. Co., Shanghai, China). The purity and concentration of the RNA samples were determined using a One Drop OD-1000+ spectrophotometer (Wuyi science and Technology Co., Ltd., Nanjing, China). RNA integrity was then detected with the Bioanalyzer 2100 (Agilent Technologies Co., Santa Clara, CA, USA).

### 2.5. High Throughput Sequencing of Transcriptome

RNA samples were sequenced by the biotechnology corporation (Genepioneer Biotechnologies Co., Nanjing, China). After mRNA enrichment, double-strand cDNA synthesis, terminal repair and ligation, PCR enrichment, and library quality control, subsequent sequencing using Illumina HiSeq 2500 was done [13]. After data segmentation and quality control of the offline file after sequencing, the reference genome GCF_000315645.1_PdigPd1 (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/315/645/GCF_000315645.1_PdigPd1_v1/GCF_000315645.1_PdigPd1_v1_genomic.fna.gz) was used to get the clean data.

### 2.6. Bioinformatic Analysis of RNA-Seq Data

The Benjamini–Hochberg correction method was used to correct the significant *p*-value obtained from the original hypothesis test to obtain the false discovery rate (FDR). The differentially expressed genes (DEGs) were obtained using |log2(Fold Change)| ≥ 1 and FDR < 0.05 as screening criteria. Gene databases such as gene ontology (GO) [14], cluster of original groups of proteins (COG) [15], Kyoto encyclopedia of genes and genes (KEGG) [16], SwissProt [17], and National Center for Biotechnology Information (NCBI) [18] were used to annotate the functions of DEGs.

### 2.7. Validation of RNA-Seq Data by qRT-PCR

Twenty DEGs were randomly selected from RNA-seq data, and qRT-PCR analysis and validation of these DEGs were performed on samples. The designed specific primers are shown in Table S1, with a reaction system: 10 μL TB Green; 0.4 μL 50 × Rox Reference Dye II; 2 μL Primer-F; 2 μL Primer-R; 2 μL cDNA; 3.6 μL ddH_2_O. Analysis was performed using QuantStudio 3 System (Thermo Fisher Scientific Inc., Waltham, MA, USA) (Step 1: 95 °C, 10 s; Step 2: 95 °C, 5 s; Tm −5 °C, 31 s; Step 2 cycle for 35 times). Among them, a β-tublin gene of *P. digitatum* was used as an internal reference, and the relative expression level of the sample gene was calculated using a 2^−ΔΔCT^ method. Each sample consisted of three parallels and the entire experiment was repeated three times.

## 3. Results

### 3.1. Overview of RNA-Seq Data

The raw data of RNA-seq for 0 and 44 hpi samples were uploaded to NCBI’s Gene Expression Omnibus (GEO) database, which we obtained with the accession number GSE128979. 

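The 4 libraries formed 2 groups with 2 replicates each. The control group (0 hpi) was spores of *P. digitatum* grown for 7 days on PDA, a potato-based agar, and the experimental group (44 hpi) was wound tissue of inoculated tangerine fruit, in which the fungus grew inside citrus tissue. The authors deposited FPKM values (fragments mapped, relative to transcript length and to all fragments mapped in the library) for 11010 gene rows. For each library they also deposited the coverage and FPKM of 15396 transcripts on the scaffolds of the PdigPd1 genome. The aligner, the counting program and whether the counting used strand are not given in the sources used here. Of the gene rows, 8946 were annotated genes with PDIP locus tags and 2064 were loci assembled from the reads. The transcript tables put the sequence behind the FPKM values at 6.81 and 11.2 gigabases in the control libraries and 9.19 and 14.4 gigabases in the 44 hpi libraries. The 10 transcripts with the most bases took 13.6 and 12.9% of the bases on transcripts in the control libraries, and 7.56 and 6.61% at 44 hpi. Read counts are unknown, so no counting error is given for a single value.

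Several properties of the gene table affect its values. The 8101 assembled loci that hold annotated genes include 722 with more than one, and in all of these the 1567 genes carry the single value of their locus. In addition, the length by which the table divides is mostly not the length of the gene itself. The transcript FPKM values times transcript lengths, summed over a locus and divided by the gene FPKM, gave a whole number of bases (relative tolerance 1e-06) in 8383 of the 8390 rows with an FPKM above 1 in all 4 libraries. Of 4428 such rows whose locus has 1 transcript, 3 were divided by their own length. The divisor was the length of the locus that stands at the same place when the locus IDs are sorted in another alphabetical order, in 5766 of the 5771 rows where that other locus has 1 transcript. Where it has several, the divisor equalled its longest transcript in 1520 of 2619 rows and was at least that long in 2617. The own length was between 0.231 and 11.2 times the divisor in the rows from the 5th to the 95th percentile. The divisor is the same in every library, so the ratio of a gene between libraries does not depend on it. FPKM levels set between genes, the filter on low values and correlations across genes do. So does a log2(Fold Change) on log2(FPKM + 1), because the 1 is added after the division.

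Differential expression was tested with limma, a linear model that shares its estimate of the spread between rows, on log2(FPKM + 1), two-sided and with Benjamini-Hochberg adjustment. The test covered the 9292 rows with a mean FPKM over the 4 libraries of at least 1. A fold change on this scale understates the change of rows with low FPKM. The paper's text gives the screening criteria and the Benjamini-Hochberg correction but does not name the test. With 2 libraries against 2, an exact permutation test of one gene cannot give a p below 0.333, so each adjusted p rests on the spread that limma shares across rows.

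**Figure D1:**
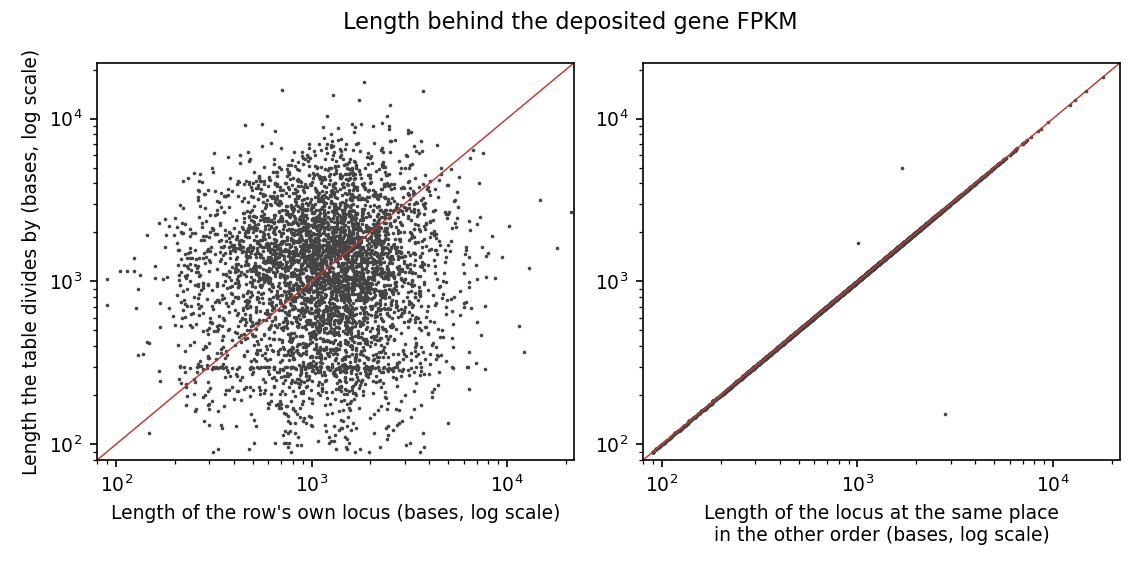
Length by which the deposited gene table divides (vertical axis, bases, log scale), one point per row with an FPKM above 1 in all 4 libraries, and the line of equal lengths. On the left it is set against the length of the row's own locus, for loci with 1 transcript, and the points scatter around the line. On the right it is set against the length of the locus at the same place in the other alphabetical order, where that locus has 1 transcript, and 5766 of 5771 rows lie on the line. The 2 rows with a divisor of 0 cannot be drawn on a log axis.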

The Pearson’s correlation coefficient (*r*) of the two biological replicates in the experimental group (44 hpi) reached 0.9299, and in the control group (0 hpi) was 0.9937, whereas between the experimental group and the control group was 0.5254 (Figure 1A).

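Pearson's r over the 11010 gene rows, on FPKM as deposited and without a log transformation, was 0.931 between the 2 libraries at 44 hpi and 0.994 between the 2 control libraries. Resampling the rows 500 times gave a standard deviation of 0.0321 for the first value and 0.00205 for the second. The 4 pairs of a 44 hpi library with a control library gave values from 0.487 to 0.575 and a mean of 0.531 (SD 0.0461 over the 4 pairs), so that both values within a group lay above all 4 values between the groups. These coefficients are across genes, which are not independent replicates. They also use FPKM levels between genes, and with the gene FPKM rebuilt as the sum of the transcript FPKM the mean between the groups was 0.173, the largest move of any alternative.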

As shown in Figure 1B, using |log2(Fold Change)| ≥ 1 and FDR < 0.05 as screening criteria, 5363 genes were identified as DEGs, among which 2693 were up-regulated and 2670 were down-regulated. 

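At the same thresholds limma called 4278 of the 9292 rows tested, 2463 up-regulated and 1815 down-regulated at 44 hpi, so that 57.6% were up-regulated. Annotated genes made up 3609 of these rows, 2158 of them up-regulated and 1451 down-regulated, and assembled loci 669, 305 up-regulated and 364 down-regulated. Because genes of one assembled locus share a value, the DEGs hold 3920 distinct sets of values. The median log2(Fold Change) over all rows tested was 0.16. Which direction had the majority depended on the scaling between libraries. Of the DEGs, 50.1% were up-regulated under median scaling, 46.8% under quantile normalization and 46.1% with each library scaled to the same 75th percentile. With each library rescaled to the same total over the deposited gene rows, 56.6% were up-regulated. Leaving out each library in turn gave between 3989 and 4364 DEGs. Without a fold-change threshold 6159 rows passed the FDR threshold. The FPKM of each gene's annotated transcript alone, an alternative chosen after seeing the data, called 2775 of 6157 genes.

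**Figure D2:**
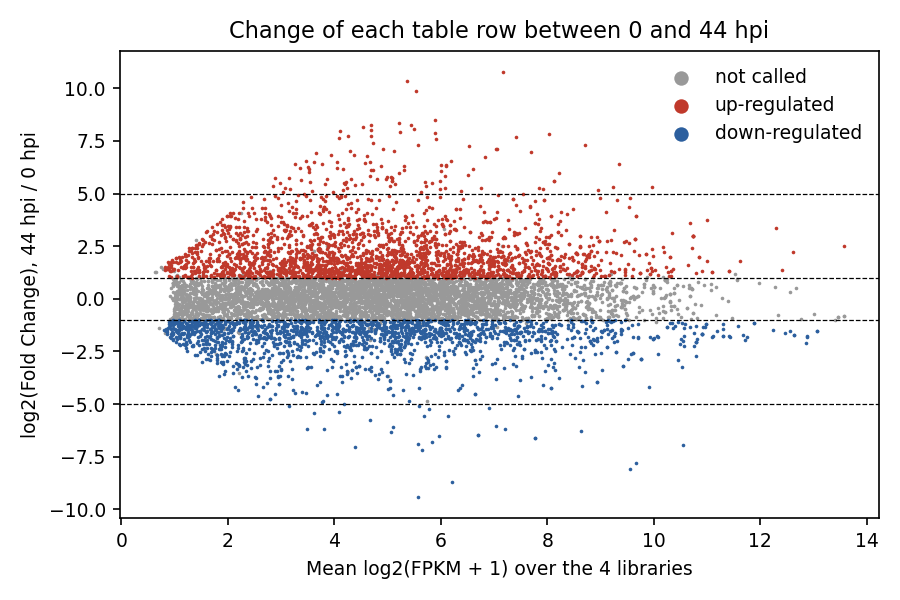
log2(Fold Change) between 44 and 0 hpi (vertical axis) against the mean log2(FPKM + 1) over the 4 libraries (horizontal axis), one point per row tested, with dashed lines at 1 and 5 in both directions. Red points are the 2463 up-regulated rows, blue points the 1815 down-regulated rows, and grey points the rows not called.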

By using |log2(Fold Change)| ≥ 5 as screening criteria, 240 genes were identified as DEGs, among which 166 were up-regulated and 74 were down-regulated.

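With this criterion 142 rows passed, 111 up-regulated and 31 down-regulated. This count depended on the constant added before the log, with 313 rows (218 up-regulated and 95 down-regulated) when 0.01 was added in place of 1. Neither the gene table nor the name table used here, of assembly PdW03, pairs the locus tags with gene symbols or products, although 7958 locus tags are in both. On log2(FPKM + 1) the largest rise among rows with both 44 hpi libraries on the same side of both control libraries was in PDIP_77270, on scaffold NW_014574583.1 of PdigPd1 from 3361906 to 3362352, minus strand, 2 exons. Its FPKM was 2.30 and 2.56 in the control libraries and 7116 and 5054 at 44 hpi, a log2(Fold Change) of 10.77 (standard error 0.21, adjusted p = 2.9e-05) from limma with Benjamini-Hochberg adjustment. The row was divided by 224 bases, against a transcript of 390 bases. With 0.1 or 0.01 added in place of 1 its rise was at rank 2 or 6 of the rows tested. PDIP_06020, on scaffold NW_014574622.1 of PdigPd1 from 100708 to 101520, minus strand, 1 exon, was listed at 0 and 0.299 in the control libraries and at 1724 and 1268 at 44 hpi, a log2(Fold Change) of 10.34. It was divided by 90 bases against a transcript of 813 bases, and on its own length, an alternative chosen after seeing the data, the log2(Fold Change) was 7.34, at rank 22 among the rows tested. On FPKM rebuilt from transcripts it was 6.53, at rank 42. The locus is listed with 1 transcript, whose FPKM gives 7.34. The rebuilt value sums every transcript listed under the gene's name, so it includes sequence listed outside this locus. It therefore carries no weight for this row. The largest fall on log2(FPKM + 1) was in the assembled locus MSTRG.3039, on scaffold NW_014574584.1 of PdigPd1 from 1202448 to 1203075, plus strand, 2 exons, from 1132 and 1353 to 0.658 and 1.03, a log2(Fold Change) of -9.40 (standard error 0.19, adjusted p = 2.9e-05) from the same limma test with Benjamini-Hochberg adjustment. PDIP_11100, on scaffold NW_014574621.1 of PdigPd1 from 1327143 to 1327606, plus strand, 2 exons, followed with 1520 and 1511 in the control libraries and 1.35 and 4.52 at 44 hpi, a log2(Fold Change) of -8.72 (standard error 0.40). Leaving out each library in turn moved this value between -9.34 and -8.10.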

### 3.2. Validation of RNA-Seq Data by qRT-PCR

In order to verify the reliability of RNA-seq results, the relative expression of 20 randomly selected DEGs was determined by qRT-PCR and compared with RNA-seq data. The results showed that the up- and down-regulation of the verified genes were consistent, and the overall correlation coefficient R^2^ was 0.76 (Figure 2). The genes selected and the specific primers used are shown in Table S1.

### 3.3. Clustering and Functional Enrichment of DEGs

After annotating with multiple gene databases (Table S2), the annotation results were clustered and enriched.

The secondary classification enrichment analysis of GO showed that DEGs were clustered into 15 terms of cellular components, 11 terms of molecular function, and 21 terms of biological processes (Figure 3A). Among them, there are 18 terms (13 up-regulations more than down-regulations) whose difference rates are higher than the basic difference rate (45.49% = ∑DEGs/∑All gene) and the number of DEGs is larger than 10 (Figure 3B). Further topGO level analysis was performed on several more function classes of concern. The results showed that the up-regulated expression rate of DEGs in endogenetic cleavage involved in rRNA processing (GO: 0000478) was more than 80% (Figure 3C).

After clustering the DEGs according to COG database (Figure S1), most genes were clustered to seven functional classes such as amino acid transport and metabolism (296), carbohydrate transport and metabolism (267), inorganic ion transport and metabolism (204), translation, ribosomal structure and biogenesis (164), replication, recombination, and repair (151), secondary metabolites biosynthesis, transport, and catabolism (144), and energy production and conversion (132).

The cluster analysis of KEGG showed that environmental information processing, metadata, organizational systems, cellular processes, and genetic information processing were respectively clustered with 41, 481, 7, 110, and 316 DEGs (Figure 4A). Transport and catabolism, translation, amino acid metabolism, carbohydrate metabolism, and immune system were selected for the next level of enrichment classification (Figure 4B). From the results, we confirmed that 120 DEGs were clustered into 13 types of amino acid metabolism pathways which involved the degradation and synthesis of 18 different amino acids. In addition, 172 DEGs were clustered into 15 types of carbohydrate metabolism pathways, of which most DEGs were enriched in starch and sucrose metabolism and glycolysis/glycogenesis.

### 3.4. Analysis of Key DEGs of P. Digitatum in Infection Process

After annotation and enrichment analysis using multiple genomic databases, much concern was required to be given to some key DEGs. The key DEGs were mainly involved in spore growth, CWDEs, pH, iron transport, ethylene synthesis, anti-oxidative stress, and effectors.

The expression of genes related to spore germination, conidiophore development, and conidia formation are shown in Table S3. The expression of most of the genes involved in fungal development were decreased, with the exception of PDIP_21430 and PDIP_64730 which were related to oxidative stresses and were up-regulated to 3.39 and 3.10 times, respectively.

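PDIP_21430 lies on scaffold NW_014574614.1 of PdigPd1 from 725345 to 727190, minus strand, 2 exons, and PDIP_64730 on scaffold NW_014574584.1 of PdigPd1 from 2867515 to 2868983, plus strand, 2 exons. The FPKM of PDIP_21430 was 19.8 ± 0.803 (SD, n = 2) in the control group and 72.1 ± 21.4 (SD, n = 2) at 44 hpi, a ratio of 3.64 and a log2(Fold Change) of 1.78 (standard error 0.24, adjusted p = 0.0019) from limma with Benjamini-Hochberg adjustment. For PDIP_64730 it was 14.8 ± 1.76 (SD, n = 2) and 48.2 ± 7.50 (SD, n = 2), a ratio of 3.25 and a log2(Fold Change) of 1.63 (standard error 0.20, adjusted p = 0.0013) from the same limma test with Benjamini-Hochberg adjustment. In both genes each 44 hpi library lay above each control library. The 2 libraries at 44 hpi differed more for PDIP_21430, at 56.9 and 87.2, than for PDIP_64730, at 42.9 and 53.5. Leaving out each library in turn moved the ratio between 2.87 and 4.41 for PDIP_21430 and between 2.89 and 3.61 for PDIP_64730. The difference between the 2 ratios is within this range. The FPKM levels of these rows were divided by 700 and 923 bases, against transcripts of 1788 and 1410 bases, which leaves the ratios as they are.

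**Figure D3:**
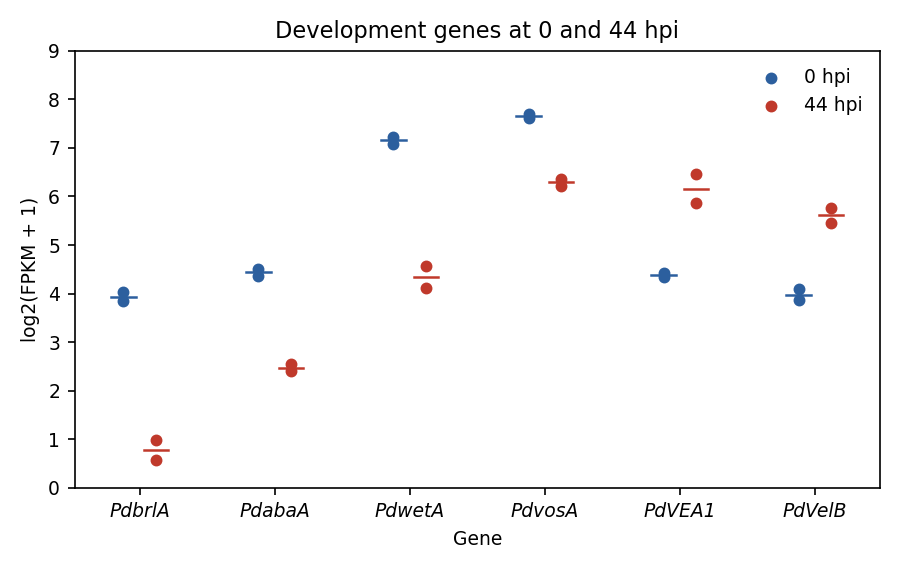
log2(FPKM + 1) (vertical axis) of 6 development genes named in the paper, with one point per library and a short line at the mean of each group of 2. Blue points are the control libraries and red points the 44 hpi libraries. *PdVEA1* (PDIP_21430) and *PdVelB* (PDIP_64730) are higher at 44 hpi, and the other 4 are lower.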

CWDEs are the most frequently reported pathogenic factors of plant pathogens. The large number of genes, associated with the synthesis of CWDEs, found in this study were already reported in our previous study [12]. In addition, the pH of the host environment is closely related to the synthesis and activity of CWDEs. 

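PDIP_86430 (*PdpatE*) lies on scaffold NW_014574581.1 of PdigPd1 from 18260 to 20071, minus strand, 3 exons. Its FPKM was 0.148 and 0.126 in the control libraries and 4.96 and 12.7 at 44 hpi, a log2(Fold Change) of 2.99 (standard error 0.40, adjusted p = 0.0017) from limma with Benjamini-Hochberg adjustment. Both 44 hpi libraries lay above both control libraries, but they differed from each other, and leaving out each library in turn moved the log2(Fold Change) between 2.39 and 3.59. The constant added before the log moved it further, to 5.76 with 0.01 and to 1.37 with 5, and the ratio of the mean FPKM values was 64.4. PDIP_57180 (*Pdgox*), on scaffold NW_014574584.1 of PdigPd1 from 680102 to 682015, minus strand, 3 exons, was listed at 0.198 and 0.289 in the control libraries and 1.21 and 1.96 at 44 hpi. Its mean over the 4 libraries was below the minimum of 1, so it was not among the rows tested. Without that minimum its log2(Fold Change) was 1.04 (standard error 0.16, adjusted p = 0.0061 from limma with Benjamini-Hochberg adjustment), and over the alternatives that gave it a value the adjusted p ranged from 0.0022 to 0.031. Its row was divided by 6207 bases, against a transcript of 1785 bases. On its own length, an alternative chosen after seeing the data, the FPKM was 0.688 and 1.01 in the control libraries and 4.20 and 6.80 at 44 hpi, with a log2(Fold Change) of 1.79.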

Five DEGs, which included PDIP_86430 and PDIP_57180, related to the synthesis of organic acids were also found in the present study and are shown in Table S4.

Iron is essential for fungal growth and pathogenesis [5], and ethylene contributes to the growth of a variety of filamentous pathogenic fungi [19]. DEGs related to iron transport and ethylene-forming enzyme (EFE) are shown in Tables S5 and S6, respectively. In addition, 14 genes associated with prevention of oxidative stress are listed and counted in Table S7. Other effectors such as necrosis-inducing protein (PDIP_77830), killer toxin subunits (PDIP_06030), etc. are listed in Table S8.

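PDIP_77830 lies on scaffold NW_014574583.1 of PdigPd1 from 3502752 to 3503679, minus strand, 4 exons. Its FPKM was 6.49 ± 0.618 (SD, n = 2) in the control group and 1194 ± 486 (SD, n = 2) at 44 hpi, a log2(Fold Change) of 7.26 (standard error 0.30, adjusted p = 7.0e-05) from limma with Benjamini-Hochberg adjustment. The 2 libraries at 44 hpi were at 851 and 1538, a spread far smaller than the difference from the control group. PDIP_06030, on scaffold NW_014574622.1 of PdigPd1 from 104232 to 105341, plus strand, 2 exons, was listed at 0 in both control libraries and at 0.168 and 0.366 at 44 hpi, so no fold is given. Its mean was below the minimum FPKM for testing. Without that minimum the difference between the groups on the log2(FPKM + 1) scale, which is not a fold against a group at 0, was 0.34 (standard error 0.09, adjusted p = 0.029 from limma with Benjamini-Hochberg adjustment), below the fold-change threshold. This row was divided by 3723 bases against a transcript of 1050 bases, and on its own length the 44 hpi libraries had 0.597 and 1.30 FPKM.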

## 4. Discussion

Green mold is the disease that causes the greatest loss of postharvest citrus [2]. At present, transcriptome analysis has been used in the pathological study of postharvest blue mold disease caused by *P. expansum* in apples, and some impressive results have been achieved [8,9,10]. However, transcriptome analysis hasn’t been used to determine the infection mechanism of *P. digitatum* in citrus fruits and thus the molecular mechanism behind the infection process is lacking. Therefore, this study sampled the *P. digitatum* infection in citrus at key time points as revealed in our previous study [12], and explored the key genes and pathways through high-throughput transcriptome sequencing, that reveal its infection mechanism at the molecular level.

*P. digitatum* spores can activate rapidly and start colonization after they come into contact with citrus wounds. After the activation of spores, further fungal development such as germination of spores, growth of germ tubes, formation of conidiophore stacks, and phialides and new conidia were completed within two days [7,12]. At this time, the citrus wounds would also rot. We have performed RNA-seq at 0 and 44 hpi of *P. digitatum*, and 20 DEGs selected randomly from the results and qRT-PCR was performed to validate them (Figure 2). The results proved that the differential expression observed in RNA-seq was consistent with qRT-PCR results. Concurrently, the Pearson’s correlation coefficient between the biologically repeated samples of RNA-seq was higher (r = 0.9299). This indicated that the results of RNA-seq was accurate and reliable, enabling subsequent analysis.

The growth process of *P. digitatum* is roughly broken down into spore germination, germ tube growth, conidiophore stalks differentiation, and phialides and new conidia formation [10]. The genes *brlA*, *abaA*, *wetA*, *vosA*, *VEA1*, and *VelB* have been shown to control the different steps of fungal growth and development, and the deletion of any gene will lead to growth defects and loss of pathogenicity of pathogens [7,20]. 

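All 4 genes of the conidiation pathway named in the paper, *PdbrlA*, *PdabaA*, *PdwetA* and *PdvosA*, were below both control libraries in both 44 hpi libraries. *PdwetA* (PDIP_44350) lies on scaffold NW_014574589.1 of PdigPd1 from 430058 to 431620, minus strand, 1 exon. Its FPKM fell from 142 ± 10.1 (SD, n = 2) to 19.4 ± 4.48 (SD, n = 2), a log2(Fold Change) of -2.82 (standard error 0.21, adjusted p = 2.8e-04) from limma with Benjamini-Hochberg adjustment. *PdabaA* (PDIP_20340), on scaffold NW_014574614.1 of PdigPd1 from 424838 to 427342, plus strand, 3 exons, went from 20.7 ± 1.40 (SD, n = 2) to 4.56 ± 0.393 (SD, n = 2), a log2(Fold Change) of -1.96 (standard error 0.18, adjusted p = 5.1e-04) from the same limma test with Benjamini-Hochberg adjustment. *PdvosA* (PDIP_33270), on scaffold NW_014574601.1 of PdigPd1 from 321226 to 323173, plus strand, 10 exons, had the smallest change of the 4, from 201 ± 8.30 (SD, n = 2) to 77.3 ± 5.55 (SD, n = 2), a log2(Fold Change) of -1.37 (standard error 0.15, adjusted p = 8.4e-04) from limma with Benjamini-Hochberg adjustment. Most of the sequence of its locus lay on assembled transcripts of up to 5555 bases, and at most 0.195% of the bases in any library lay on the annotated transcript of 1329 bases. That transcript went the other way, with an FPKM of 0.0327 and 0.0170 in the control libraries and 0.274 and 0.129 at 44 hpi, too low to be tested. *PdbrlA* (PDIP_05330), on scaffold NW_014574623.1 of PdigPd1 from 121344 to 122492, plus strand, 1 exon, went from 14.3 ± 1.44 (SD, n = 2) to 0.743 ± 0.353 (SD, n = 2), a log2(Fold Change) of -3.15 (standard error 0.22, adjusted p = 2.3e-04) from limma with Benjamini-Hochberg adjustment. Its row also holds an assembled transcript, of 6117 bases. The annotated transcript alone had an FPKM of 0.221 and 0.130 in the control libraries and 0.137 and 3.63 at 44 hpi, and on this transcript, an alternative chosen after seeing the data, the log2(Fold Change) was 0.97, carried by 1 library and not past the FDR threshold. The FPKM levels of different genes are not on one scale, because each row was divided by the length of another locus.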

In the RNA-seq results of this study, *PdbrlA* (PDIP_05330), *PdabaA* (PDIP_20340), *PdwetA* (PDIP_44350), and *PdvosA* (PDIP_33270) were down-regulated in varying degrees (Table S3), which may be related to our sampling time and also indicates that *P. digitatum* completed its growth cycle in the wound. By contrast, the genes *PdVEA1* (PDIP_21430) and *PdVelB* (PDIP_64730) were up-regulated about 3.39 and 3.10 times, respectively, and were related not only to fungal development, but also to oxidative stress sensitivity. In the early stages of infection, the oxidative stress sensitivity should occur in *P. digitatum*, when the citrus fruit has a series of oxidative bursts in response to infection [21]. In order to prevent the damage caused by oxidative stress, up-regulation of these genes took place. In addition, more than 17 other DEGs involved in the prevention of oxidative stress were mentioned in Table S7, including glutathione S-transferase, which can mediate ROS resistance, and catalase, which can eliminate hydrogen peroxide.

In addition to the DEGs associated with the growth of *P. digitatum*, the focus was primarily on the virulence factors of *P. digitatum*. Cell wall degrading enzymes (CWDEs) are virulence factors which have been widely reported on phytopathogenic fungi [22]. CWDEs can help the pathogens to degrade plant cell walls, break through the host’s defense barrier, and obtain the nutrients needed for their growth. More than 20 up-regulated genes related CWDEs such as *PdPG1* (PDIP_64460) and *PdeglB* (PDIP_65210) were found in the joint analysis of extracellular region and catalytic activity (GO) (Figure 3), carbohydrate transport and metabolism (COG) (Figure S1), starch and sucrose metabolism, and pentose and glucuronate interconversions (KEGG) (Figure 4). The results provided more evidence for the importance of CWDEs in the pathogenesis of *P. digitatum* on postharvest citrus. 

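*PdPG1* (PDIP_64460) lies on scaffold NW_014574584.1 of PdigPd1 from 2800587 to 2803252, plus strand, 5 exons. Its FPKM was 32.4 ± 0.523 (SD, n = 2) in the control group and 5262 ± 496 (SD, n = 2) at 44 hpi, a log2(Fold Change) of 7.30 (standard error 0.14, adjusted p = 2.9e-05) from limma with Benjamini-Hochberg adjustment. *PdeglB* (PDIP_65210), on scaffold NW_014574584.1 of PdigPd1 from 2986844 to 2988622, minus strand, 5 exons, rose from 7.94 ± 0.861 (SD, n = 2) to 509.5 ± 42.0 (SD, n = 2), a log2(Fold Change) of 5.84 (standard error 0.17, adjusted p = 3.5e-05) from the same limma test with Benjamini-Hochberg adjustment. Both differences exceeded the spread between the replicates by far. The rows were divided by 1089 and 2358 bases, against longest transcripts of 2094 and 1590 bases, so the 2 levels cannot be compared with each other. In the *PdPG1* locus the annotated transcript held 96.3 and 97.3% of the bases in the control libraries and 23.3 and 22.8% at 44 hpi. The rest lay on an assembled transcript of 1308 bases and 2 exons, whose FPKM rose from 0.998 and 0.729 to 3135 and 3608. The annotated transcript rose as well, from 16.4 and 16.2 to 596 and 665. In the *PdeglB* locus the share on the annotated transcript went from 86.1 and 73.4% to 41.0 and 25.5%, and on the annotated transcript alone, an alternative chosen after seeing the data, the log2(Fold Change) was 5.19 for *PdPG1* and 4.58 for *PdeglB*. The paper takes such up-regulated genes, found jointly in its GO, COG and KEGG classes, as more evidence that CWDEs matter in citrus infection.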

The most important parameter to consider for the pathogen infection process is pH of the host environment, and lower pH of the environment that contributes to the synthesis of CWDEs and facilitates their function [23]. *P. digitatum* was reported as an “acidic fungus” [11], which secretes organic acids such as gluconic acid that reduces the pH of the surrounding environment and promotes the expression of genes related to the synthesis of pectinase in the process of infection [24].Through the combined analysis of multi-database clustering, DEGs involved in the synthesis of gluconic acid precursors, glucose oxidase and glucose-methanol-choline oxidoreductase, such as *PdpatE* (PDIP_86430) and *Pdgox* (PDIP_57180), were found to be up-regulated (Table S4).

Ethylene is a phytohormone, and some of pathogens produced ethylene during their process of infection to facilitate the pathogenesis on hosts [19,25]. There was some research that showed ethylene can act as a regulator of plant disease resistance [26]. In this study, RNA-seq results showed that at least 5 DEGs associated with the synthesis of ethylene-forming enzyme (EFE) were up-regulated (Table S1). Moreover, *P. digitatum* has been reported to produce ethylene during its growth both in vitro and in vivo [27]. Although ethylene plays different roles in different pathogen-plant systems, it was denoted as an infection marker for fruit diseases caused by some ethylene-producing pathogens [28]. Meanwhile, ethylene synthesis needed the participation of Fe^2+^. The 2-oxoglutarate-Fe (II) oxidase (*PDIP_83100*) in Table S6 was an EFE associated with Fe^2+^. In addition, iron (Fe) has been proved to be essential for fungal growth and pathogenesis. 

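PDIP_83100 lies on scaffold NW_014574583.1 of PdigPd1 from 4939075 to 4940397, minus strand, 6 exons. The FPKM of its row was 23.9 ± 0.244 (SD, n = 2) in the control group and 105 ± 32.0 (SD, n = 2) at 44 hpi, a ratio of 4.39 and a log2(Fold Change) of 2.05 (standard error 0.24, adjusted p = 0.0011) from limma with Benjamini-Hochberg adjustment. Both 44 hpi libraries, at 82.2 and 128, lay above both control libraries. The same values stand in the row of the neighbouring gene PDIP_83090, because both genes lie in one assembled locus, so the row does not tell the 2 genes apart. Nearly all of the sequence of this locus lay on an assembled transcript of 4523 bases and 9 exons that spans both genes, and the annotated transcript of PDIP_83100 held between 0.0799 and 0.183% of the bases.

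**Figure D4:**
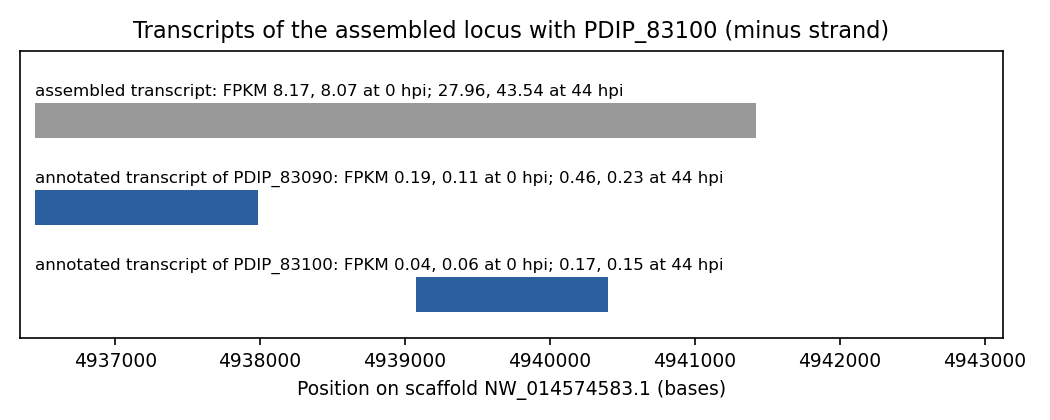
Transcripts of the assembled locus that holds PDIP_83100, drawn to scale along scaffold NW_014574583.1 (horizontal axis, bases) from 4936445 to 4941423, each as one bar from its start to its end with exons and introns not told apart, and each with its FPKM in the 2 control libraries and the 2 libraries at 44 hpi. The grey bar is the assembled transcript and the blue bars are the annotated transcripts of PDIP_83090 and PDIP_83100, which have an FPKM of 0.46 or less in every library.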

Other DEGs associated with iron transport and uptake were also significantly upregulated (Table S5). Limiting the iron metabolism greatly reduced the pathogenicity of pathogens to a large extent, and the phenomenon was confirmed in studies of the mechanism of action of some postharvest biocontrol agents [5].

In the process of infection, secretion of some pathogenic substances may help the pathogens to invade or even kill the host cells. In order to counteract the host’s pathogen-associated molecular patterns (PAMP) triggered immunity (PTI), the pathogen also secretes some effectors that interfere with PTI and inhibit the host’s defense response [29]. For example, *Cladosporium fulvum*, the pathogen of tomato leaf, inhibits the host’s basic defense by secreting the effector *Avr2* [30]. The gene *Cmu1* of *Ustulago maydis*, a pathogen of maize smut, can produce an effector that interferes with the synthesis of the plant defense signaling factor salicylic acid [31]. However, fungal effectors are often called “the sea of diversity”, that is, in the effectors of fungal pathogen showed diversified sequence and structure, and the effectors of different plant pathogens are specific to the pathogen [32]. Therefore, we have explored the effectors secreted by *P. digitatum* in the infection process of citrus as much as possible. In our results, two and three up-regulated DEGs were annotated as necrosis-inducing protein and containing LysM domain, respectively [Table S8]. Necrosis-inducing protein not only inhibits the host’s defense response, but even directly induces the death of host cells [33]. The effectors containing LysM domain can prevent the host from recognizing chitin [34,35,36], thereby inhibiting its defense response.

To summarize, we have made a schematic diagram of the infection mechanism of *P. digitatum* on postharvest citrus (Figure 5). In addition, certain terpenoid secondary metabolites released from citrus peel can be served as signaling compounds in the host recognition procedure by *P. digitatum* [6]. In this study, the secondary metabolites’ biosynthesis-related genes of *P. digitatum* are up-regulated (Figure S1), which may have some connections with it, but more follow-up studies are needed to confirm.

## 5. Conclusions

In summary, this study unveiled the changes in gene expression of *P. digitatum* during the initial infection process on citrus by RNA-seq and subsequent bioinformatics analysis. DEGs related to the synthesis of organic acids, CWDEs and ethylene, iron transport, anti-oxidation, and effectors have been identified. The infection mechanism of *P. digitatum* in postharvest citrus was explored and a simple blueprint was drawn. In the follow-up experiments, we will further verify the function of some key genes identified in the present study to determine their role in the infection process of *P. digitatum*. The research will contribute to the development of new biological control methods for postharvest green mold on citrus according to the infection mechanism.

## Figures and Tables

**Figure 1:**
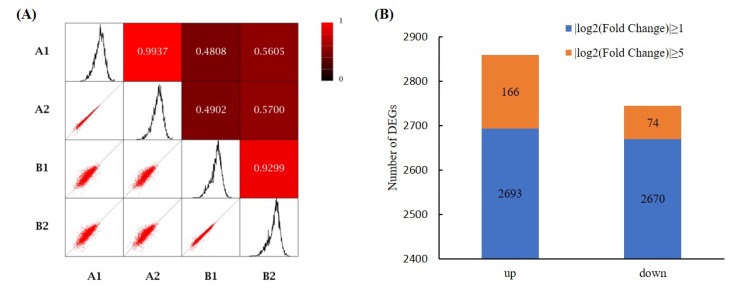
Overview of RNA-seq data. (**A**) Pearson’s correlation coefficient, A1 and A2 are two replicates of *P. digitatum* spores that were frozen immediately after culture on potato dextrose agar (PDA) medium, B1 and B2 are two replicates of *P. digitatum* spores that have been inoculated on citrus wounds for 44 h; (**B**) Statistics of differentially expressed genes.

**Figure 2:**
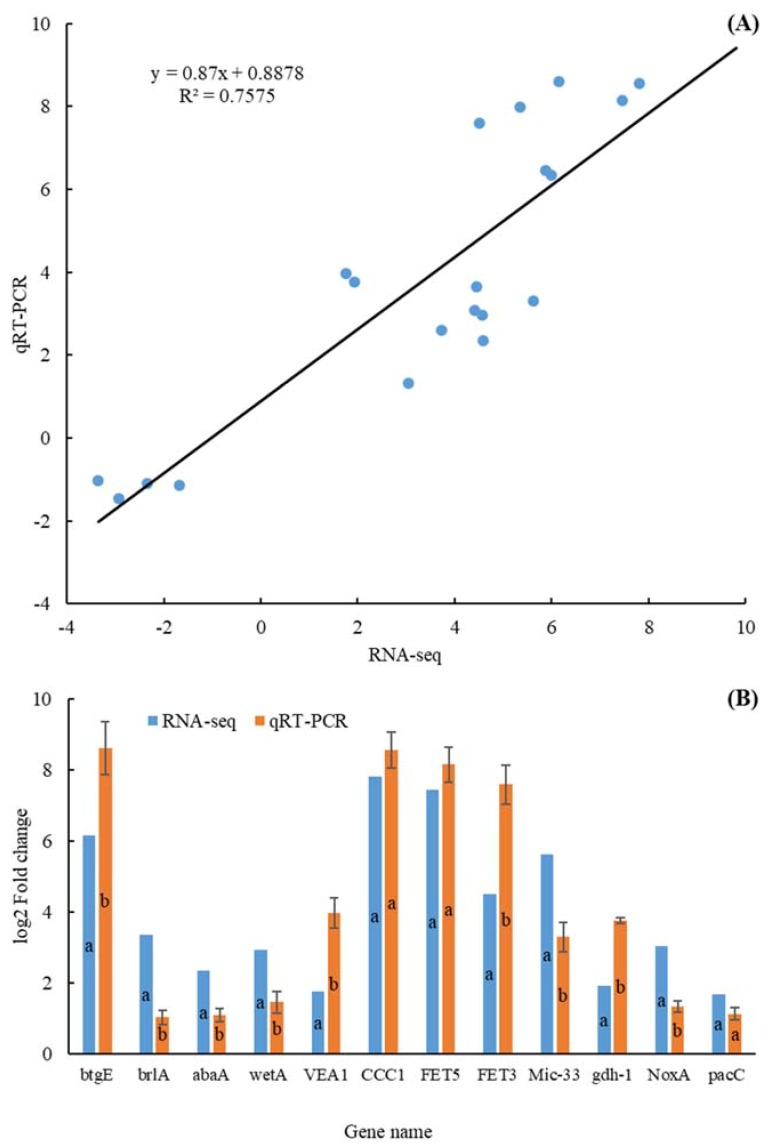
The comparison of gene expression values obtained by qRT-PCR and RNA-seq. qRT-PCR: The gene expression log2(Fold Change) value of 20 differentially expressed genes (DEGs) in qRT-PCR analysis; RNA-seq: The gene expression log2(Fold Change) value of DEGs in RNA-seq analysis; (**A**): linear relationship; (**B**): numerical comparison; Data in columns with the different letters are significantly different according to Duncan’s multiple range test at *p* < 0.05.

**Figure 3:**
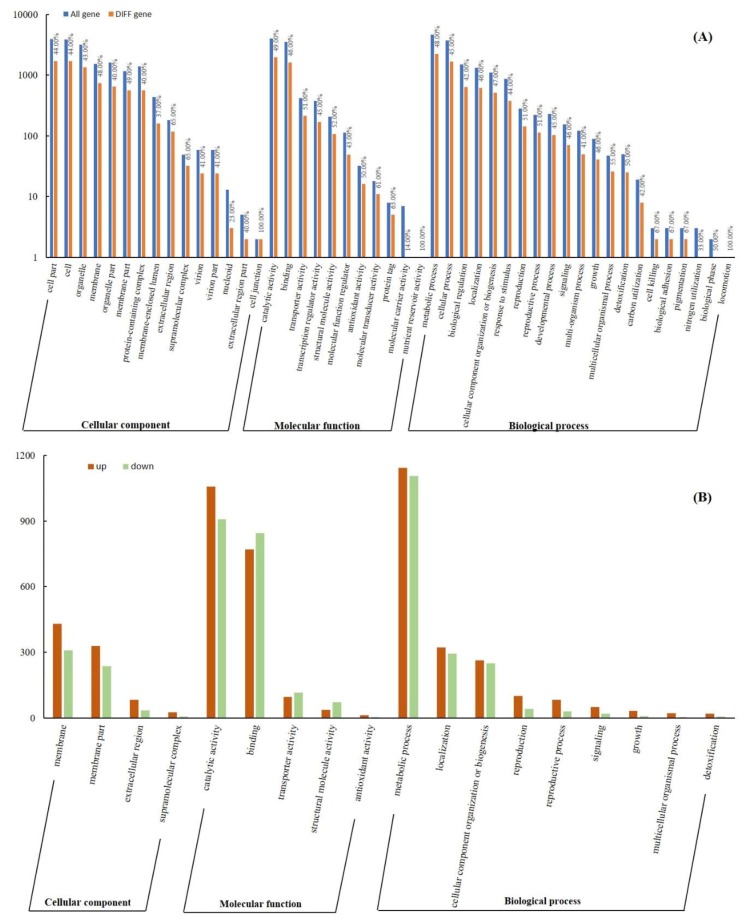

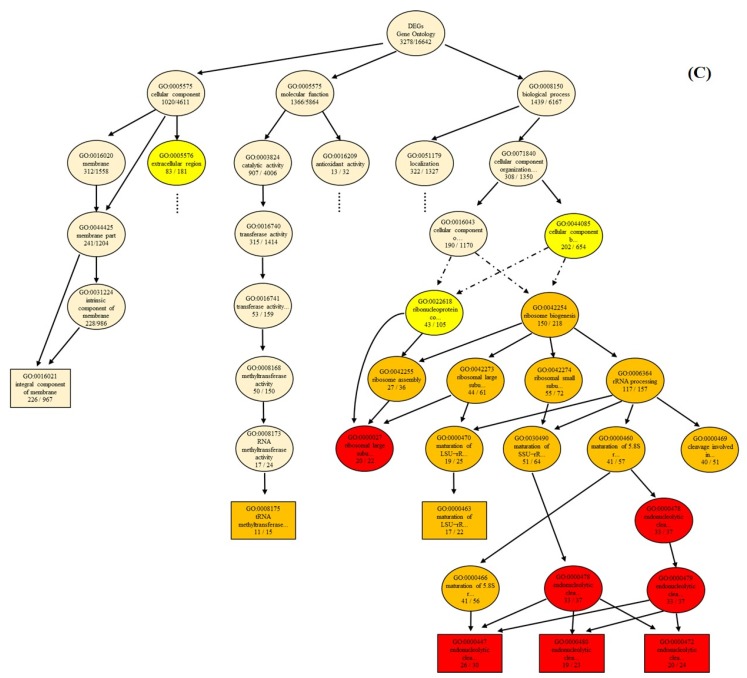
Gene ontology (Go) enrichment classification of DEGs. (**A**) Go classification of all genes and DEGs in RNA-seq results; (**B**) Analysis of key GO terms; (**C**) TopGO analysis of key GO term.

**Figure 4:**
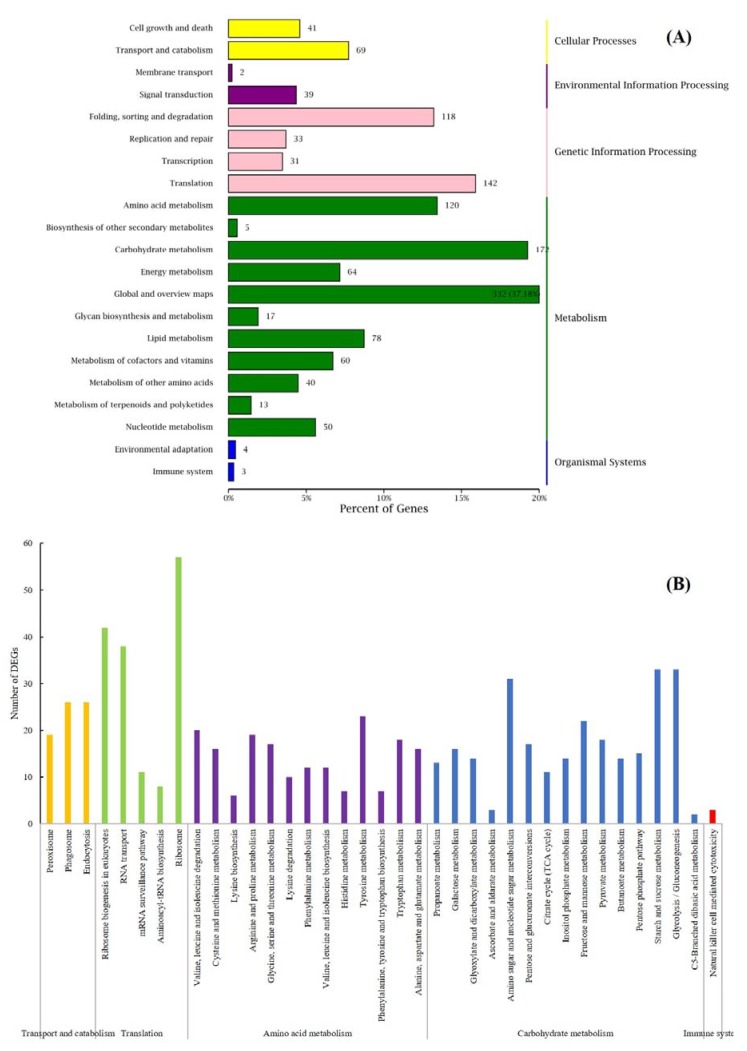
Kyoto encyclopedia of genes and genes (KEGG) enrichment classification of DEGs. (**A**) KEGG secondary classification of all DEGs; (**B**) KEGG third level classification of key KEGG pathway.

**Figure 5:**
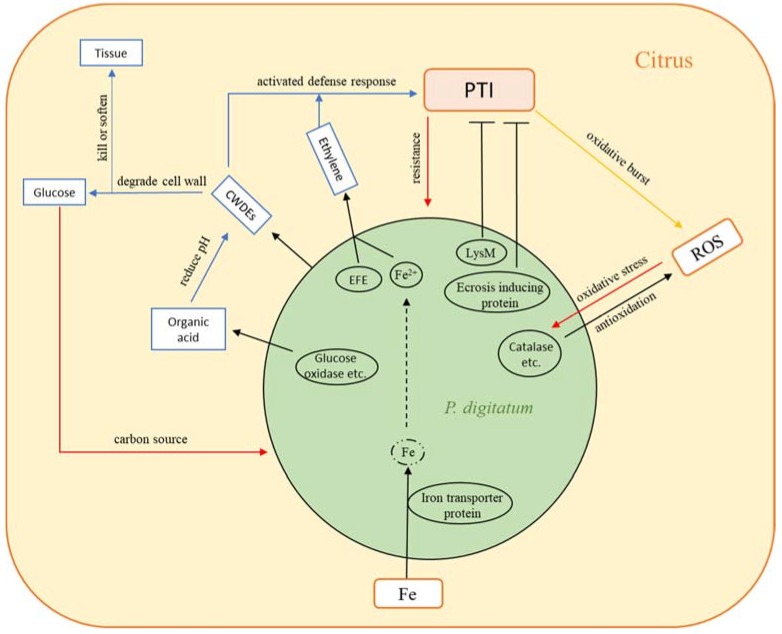
A simplified schematic diagram of the infection mechanism of *Penicillium digitatum* on citrus. After *P. digitatum* colonization in citrus wounds, it up-regulated the expression of the iron transporter protein for Fe absorption from the citrus wounds to meet its requirements for growth. Among them, the up-regulation of Fe^2+^ and ethylene-forming enzyme (EFE) in *P. digitatum* promoted ethylene synthesis. Ethylene is a growth and development promoter in *P. digitatum*. Again, genes that synthesize extracellular plant cell wall degrading enzymes and organic acid were upregulated by *P. digitatum* to promote degradation of plant cell walls into glucose and other carbon sources, providing nutrients necessary for growth. This process kills citrus cells and makes wound tissues rot. However, Cell wall degrading enzymes (CWDEs) and ethylene also activated PAMP-triggered immunity (PTI) of citrus to inhibit the infection of *P. digitatum*, which results in a series of oxidative bursts in citrus wounds. In order to resist oxidative stress, the expression of anti-oxidant related components such as catalase was up-regulated by *P. digitatum*. It is noteworthy that *P. digitatum* also secreted some effectors like LysM domain proteins and ecosis-inducing protein that inhibits the PTI of citrus.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2607/7/12/672/s1.

How the deposited data were processed for this re-analysis (not part of the article)

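RNA of *P. digitatum* spores from PDA culture (0 hpi, 2 replicates) and of inoculated citrus wounds (44 hpi, 2 replicates) was enriched for mRNA and sequenced on an Illumina HiSeq instrument, with the PdigPd1 genome as reference. The authors deposited a table of FPKM per gene row for the 4 libraries, and for each library a table with the FPKM and the coverage of each transcript, in the layout that the Ballgown package reads. The deposited coverage signal is the mean read depth per base of a transcript, without scaling for library size. The aligner, the counting program, their versions and whether the counting used strand are not given in the sources used here. Every column was assigned to its sample by its title, which the legend of Figure 1 also gives.

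FPKM divided by coverage was one constant in each library, and its value gives the number of bases behind the FPKM values. Of these bases, between 94.1 and 94.8% lay on transcripts. Read length and read counts are unknown, so no counting interval was computed. Between 257 and 353 gene rows per library were listed at 0, and 69 were listed at 0 in all 4. An FPKM of 0 was reported as listed at 0.

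Rows with a mean FPKM of at least 1 over the 4 libraries were tested with limma 3.58.1 in R 4.3.3 (linear model with a mean-variance trend) on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment. DEGs had an FDR under 0.05 and a |log2(Fold Change)| of at least 1, the paper's criteria, or of at least 5. The script was tested on simulated data for this comparison, with 9292 genes of which 200 were changed by a log2 fold change of 2. Of these it recovered 140, with 3 false calls. The changed genes were drawn only among rows of higher mean expression, and were a far smaller share than was called in the data. The simulation thus checks the script and does not measure the error of the calls made here. Other tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9. Pearson's r was computed over all gene rows on FPKM as deposited. Its error within a group is the standard deviation over 500 resamplings of the rows, and between groups the standard deviation over the 4 pairs.

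The genes named are those the paper gives by locus tag, and the rows with the largest positive and negative log2(Fold Change) among DEGs with both 44 hpi libraries on the same side of both control libraries, a rule fixed before the data were examined. The rule took 5 in each direction, and 2 in each direction are printed because no table used here pairs the IDs with names. For the same reason the other genes of Figure 2B and the classes of genes by product name, both planned, are not analysed here. GO, COG and KEGG classes, Tables S1 to S8 and the qRT-PCR measurements were not used here. Citrus sequence was not analysed here.

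Alternatives set before the data were examined covered the constant added before the log, the filter on low values, the scaling between libraries, the settings of limma, the replicate number as a block, leaving out each library, the thresholds, and the gene FPKM rebuilt as the sum of the transcript FPKM. Alternatives chosen after seeing the data were 1 row per distinct set of values, the annotated transcript alone, division by the length of the locus's own longest transcript, and the replicate numbers crossed between the groups.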

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

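The limma test, the rule that named the rows with the largest changes and the alternatives run for them, except the own length, the annotated transcript alone, the distinct sets of values and the crossed replicate numbers, were set before the data were examined. The other tests of this part were chosen after the results were seen, and the run of neighbouring loci was singled out after its values were seen.

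A signal in data that the paper's text does not discuss came from loci assembled from the reads outside the annotated genes. Of 1228 such loci that overlap no annotated gene, 801 were tested, and 180 were up-regulated and 240 down-regulated at 44 hpi. The annotated models have coding length only, so the untranslated ends of a rising neighbour may be listed as a separate locus. In 113 of the 180 up-regulated loci a flanking annotated gene rose by a log2(Fold Change) of at least 1. Among the 123 loci with both flanking genes tested this was 94 (76.4%), against 45.0% of all gaps between tested neighbours. Where a neighbour rose, its ends and a separate transcript that rises with it cannot be told apart, because both raise the locus and its neighbour. In 29 loci both flanking genes were tested and neither rose by that much. A flanking gene that rose by at least 1 is thus not the source there, but this follows from how these loci were picked. Read-through from a neighbour that rose by less was not examined and stays open. The remaining 38 loci, with no flanking gene seen to rise, had a flanking gene that was not tested or no gene on one side. Of the 29 loci, 13 had an FPKM of at least 1 in both control libraries, which hold no citrus, so a signal from the fungus exists there. Citrus RNA aligned to the fungal genome cannot be told apart from a response to infection as the source of the rise, because citrus tissue is present only in the 44 hpi libraries. A biological response to growth in the wound stays open and untested. The controls were spores from PDA, so a change from spores to growing fungus cannot be told apart from a response to the wound.

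A run of 5 neighbouring annotated loci on scaffold NW_014574621.1, from 374349 to 386231, rose together, with log2(Fold Change) values between 6.27 and 8.17 (highest adjusted p = 7.2e-05 from limma with Benjamini-Hochberg adjustment). Their FPKM was at most 1.44 in the control libraries and between 83.4 and 751 at 44 hpi. The paper's text does not discuss these loci, and its Tables S1 to S8 were not used here. Over the 7160 annotated loci tested, with each locus counted once, 89 rose by at least 5, and 9 pairs of these were adjacent. In 10000 random placements of as many loci the mean was 0.990 adjacent pairs and the highest 6 (permutation test, one-sided p = 0.0001, the smallest that this number of placements can give). Chance placement and values shared within a locus are thus argued against. One transcript that runs across neighbours cannot be told apart from separate transcripts. Of the 9 pairs, 7 lie on opposite strands, as do 60.1% of all neighbours, but whether reads were counted by strand is not known. For citrus RNA, the ratio of the 2 libraries at 44 hpi was examined, since one source would give one factor. Over the 111 rows that rose by at least 5 the interquartile range of its log2 was 0.761, against 0.476 over all rows above 10 FPKM in both libraries, and it was 0.117 over the run. Citrus RNA and joint regulation of neighbouring genes cannot be told apart from these values, because both can give one factor for the run and the rows were chosen for their rise. A gene cluster that responds to growth in the wound is a hypothesis that the design leaves untested. Growth stage and medium also differ between the groups, so either could raise these loci without citrus.

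On log2(FPKM + 1) the rows PDIP_77270 and PDIP_06020 had the largest rises, with log2(Fold Change) values of 10.77 and 10.34, and the paper's text does not discuss them. In assembly PdW03 the locus tag PDIP_06020 is next to PDIP_06030, which the paper names as an effector. With FPKM on the own length, the smallest change in size among the 4 rows with the largest changes named here was 7.34, and it belonged to PDIP_06020. Division by the length of another locus is thus argued against as the whole source of changes of at least 5 in these rows. The ranks depended on the processing. With 1 added and only the divisor changed to the own length, PDIP_06020 was at rank 22 of the rows tested and PDIP_77270 at rank 1. On FPKM rebuilt from transcripts PDIP_77270 was at rank 1 and PDIP_06020 at rank 42, with a value of 6.53. That value of PDIP_06020 carries no weight, because its locus is listed with 1 transcript, which gives 7.34. The rebuilt value also sums transcripts listed under the gene's name outside the locus. With the deposited divisor and 0.01 added before the log PDIP_06020 was at rank 1 and PDIP_77270 at rank 6. Over all alternatives the value of PDIP_06020 ranged from 6.53, the rebuilt value, to 14.70, with 1 control library listed at 0. Its next lowest value was 7.34. The value of PDIP_77270 ranged from 9.66 to 11.27. Citrus RNA was not tested for these rows singly and stays open, beside a response of the fungus to the wound. The change from PDA spores to growing fungus also stays open, because the design does not separate it from the wound.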

How the results depend on the processing

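The division by the own length, the annotated transcript alone, the distinct sets of values and the crossed replicate numbers were chosen after seeing the data. The count of DEGs stayed within 1.5 times of 4278 under each alternative run except one, and reached 6159 without a fold-change threshold. The FPKM of the annotated transcript alone gave 2775 DEGs, 1626 up-regulated and 1149 down-regulated, among fewer genes tested (6157). Without each library in turn the count was between 3989 and 4364, with the lone library of a group assumed to vary like the other group. The direction of the majority depended on scaling. On FPKM as deposited 57.6% of DEGs were up-regulated. Scaling each library to the same 75th percentile gave 1992 up-regulated and 2326 down-regulated DEGs (46.1% up-regulated), and quantile normalization 2007 and 2280 (46.8%). The median log2(Fold Change) of all rows moved from 0.16 to -0.09 and -0.08 under these 2. Rescaling each library to the same total over the deposited gene rows kept the majority of rises, with 2311 up-regulated and 1772 down-regulated DEGs (56.6% up-regulated). That total repeats the values shared within a locus and rests on the deposited divisors, so the result is not a true TPM.

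The count at |log2(Fold Change)| of at least 5 moved with the constant added before the log, which sets how far rows near 0 can change. It was 313 (218 up-regulated and 95 down-regulated) with 0.01, 248 (182 up-regulated and 66 down-regulated) with 0.1 and 76 (56 up-regulated and 20 down-regulated) with 5. On the annotated transcript alone 50 fell by that much, and the cause was not tested. Without each library in turn the count was between 144 and 151.

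Pearson's r between the groups was 0.844 on log2(FPKM + 1), 0.845 on log2(FPKM + 0.01) and 0.845 as a rank correlation, and 0.173 on FPKM rebuilt from transcripts and 0.215 on the own length. Within the 44 hpi group it was 0.985, 0.973 and 0.984 on the first 3 of these. Within the control group it was 0.980 on log2(FPKM + 0.01), 0.991 without the 10 genes of highest mean FPKM, 0.999 rebuilt from transcripts and 0.998 on the own length. The cause of these moves was not tested. Under each of these alternatives both values within a group stayed above the mean between the groups. Without each library in turn the mean between the groups was between 0.491 and 0.571, and within a group no pair is left.

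The ratios of PDIP_21430 and PDIP_64730 kept their direction and stayed past the thresholds of the limma test under all 22 alternatives run for each. Of these, 9 change the ratio itself, with ratios from 2.87 to 4.41 and from 2.61 to 3.61. For the 17 genes named, 312 of 318 alternative values kept their direction and their side of the thresholds. The filters, the limma settings, the replicate blocks and the distinct sets of values leave a log2(Fold Change) as it is. Its direction was thus fixed in advance there. A gene below the minimum gave no value, as with the annotated transcript of PDIP_33270, which rose. Of the 318 values, 1 reversed, PDIP_05330 on the annotated transcript alone, with a log2(Fold Change) of 0.97 against -3.15. In that setting 74.2% of the bases of the locus lay on the annotated transcript in 44 hpi replicate 2 and 5.65% in replicate 1, and the cause of this difference was not tested. The other 5 concern PDIP_57180, which was below the minimum FPKM and passed both thresholds without the minimum (1.04), without control replicate 2 (1.09), rebuilt from transcripts, on the annotated transcript alone and on the own length (1.79 in the last 3). Without control replicate 1 it reached 0.99.

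The replicate numbers were not found to pair the samples. The deviations of the replicates from their group means had an r of -0.127 across rows. With the replicate block 4330 DEGs were called, and 142 at a |log2(Fold Change)| of at least 5. With the replicate numbers crossed between the groups the FDR threshold removed no row past the fold-change threshold (4357 DEGs, as many as without an FDR threshold), so this setting decides nothing about pairing, and the values it adds to the counts above carry no weight. The classes of genes by product name were not run under any setting, because no table used here pairs the IDs with products. Depth in reads is unknown, so what it limits for rows near 0 was not computed. An exact permutation test with 2 libraries against 2 cannot exclude chance for a single gene.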

Differences from the paper's values

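At a |log2(Fold Change)| of at least 5 the paper reports 240 DEGs, of which 74 were down-regulated, and 142 and 31 were found here. Of the alternatives set before the data were examined, those that added 0.01 or 0.1 before the log came within 1.5 times of both of the paper's values, with 313 and 248 DEGs, 95 and 66 of them down-regulated. FPKM rebuilt from transcripts came within it for the total (164) but not for the down-regulated genes (36). The other alternatives set before the data were examined (adding 5, the filters, the other scalings, the limma settings, the replicate block, leaving out each library, and no FDR threshold) did not for either value. The annotated transcript alone, chosen after seeing the values, came within it for the down-regulated genes (50), and how many of the paper's own DEGs it drops is unknown because the paper's list was not used here.

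For *PdabaA* (PDIP_20340) the paper's log2 fold change was about -2.3 in Figure 2, read by eye, and -1.96 was found here. Adding 0.01 before the log (-2.18), scaling to the same 75th percentile (-2.20) and quantile normalization (-2.21) came within the replicate spread of 0.138 from it. The other alternatives set before the data were examined did not.

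The paper lists PDIP_57180 among its up-regulated DEGs. It was below the minimum FPKM for testing here, and its direction was the same. It passed both thresholds without the minimum, without control replicate 2 and on FPKM rebuilt from transcripts, and also on the annotated transcript alone and on the own length, the last 2 chosen after seeing the values. The paper names PDIP_06030 as an effector listed in its Table S8, which was not used here. It was below the minimum here, and without the minimum, the one alternative that gave it a value, its difference of 0.34 on the log2(FPKM + 1) scale was under the threshold. The rows of the other 11 genes that the paper gives by locus tag changed in the direction it states and passed both thresholds. For PDIP_83100 the row is shared with PDIP_83090. For PDIP_05330 and PDIP_33270 the annotated transcript alone went the other way. It was not past the FDR threshold for PDIP_05330 and too low to be tested for PDIP_33270.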

Other observations

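The median scaling and the comparison by length were set before the data were examined. The other tests of this part, and the reading of these 2, were chosen after the results were seen.

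The length by which the deposited gene table divides was examined because gene and transcript FPKM differed by a factor that was constant across libraries. The hypothesis that the lengths were attached to the rows in another alphabetical order of the locus IDs predicted the divisor in 99.9% of the 5771 rows where the predicted locus has 1 transcript. Where that locus has several, its longest transcript was the divisor in 1520 of 2619 rows. Capitals before lower-case letters, against an order without regard to case, places 517 of the 10150 loci differently and shifts the rest. On log2(FPKM + 1), the deposited values and those on the own length had a Pearson's r across rows between 0.829 and 0.846 in the 4 libraries. In 57.5% of rows with a whole-number divisor the own length and the divisor differed more than 2-fold. This pattern is technical, and no biological explanation was tested.

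Identical FPKM in rows of neighbouring genes came from assembled loci. In all 722 loci with several annotated genes, these genes had one value. In 24 of them the annotated transcripts moved in opposite directions by a log2(Fold Change) of at least 1. Of the DEGs, 641 lie in such loci.

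More DEGs were up-regulated than down-regulated. Under median scaling 50.1% were up-regulated. A difference in scaling between the groups and a true majority of rises cannot be told apart, because centring on the median nearly fixes this share and the deposited FPKM carry no external standard.

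Assembled loci on the strand opposite an annotated gene moved with that gene. Over 451 pairs, Spearman's rho across loci was 0.734, against 0.168 over 6418 pairs of neighbouring annotated loci. Of 117 up-regulated loci of this kind, 115 had a tested gene on the other strand, which rose by a log2(Fold Change) of at least 1 in 96 and fell by as much in 0. This is consistent with reads of the annotated gene being assigned to the opposite strand. Antisense transcripts that are regulated with their gene stay open and untested.

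The log2(Fold Change) depended on coding length. With the annotated genes tested split by length into 5 groups of nearly equal size, the median was 0.30 in the group of shortest genes (median coding length 420 bases) and 0.40, 0.28, 0.17 and -0.14 in the following groups, the last with a median of 2736 bases. The median of the longest genes minus that of the shortest was -0.44 for 44 hpi against 0 hpi, -0.11 for control replicate 2 against 1 and 0.15 for 44 hpi replicate 2 against 1. Replicates thus also differ in how expression depends on length, by less than the 2 conditions do. A difference in how long transcripts were recovered and a response of the fungus cannot be told apart, because RNA came from spores in one group and from wound tissue in the other.

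In 14 rows both control libraries were listed at 0 and both 44 hpi libraries had an FPKM of at least 1, and in 12 rows the reverse held.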
